A study of Mus musculus with 2 samples.

How the data were processed

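Single-cell RNA was measured in endometrial cells of mice on day 3 of pregnancy, in 1 library from Erbb3 f/f control females and 1 library from Erbb3 d/d females, in which the labels state a stromal deletion of Erbb3. The assay was the Chromium Flex workflow, in which pairs of DNA probes hybridise to transcripts in fixed cells and the joined probes are sequenced. Per the labels the tissue was fixed before it was dissociated, and different kit names are given for the same libraries. The number of mice behind each library, the genome build and the version of the probe set were not stated.

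The deposited values were UMI counts per gene and cell barcode, written by Cell Ranger 9.0.0 per the file headers, with no normalisation. They covered 19070 probe-targeted genes and the barcodes that the authors' pipeline had called as cells. The 2 libraries held 5783 and 2125 barcodes (f/f and d/d). Raw sequencing reads and barcodes not called as cells were not analysed here.

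Barcodes with at least 200 detected genes and a mitochondrial share of UMIs of at most 10% were used. Scrublet, run in scanpy 1.11.5, called 2 barcodes in the f/f library and 5 in the d/d library as doublets, and these were left out. Because so few calls were made, leaving out the 5% of barcodes with the highest doublet scores was tried as well. The comparisons used 5501 f/f and 1825 d/d cells. Counts were scaled to 10000 per cell and log-transformed for clustering alone. The 2000 most variable genes, 30 principal components and 15 nearest neighbours gave a graph of both libraries, which the Leiden algorithm (leidenalg 0.10.2, igraph 0.11.9) divided at resolution 1 into 14 clusters. Cells of the epithelial-like clusters were clustered again in the same way into 9 sub-clusters. Other tools were Python 3.11.15, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1 and scikit-learn 1.9.0.

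Clusters were named from markers of 16 cell types. The markers, the 9 gene lists, the comparisons and most alternatives were chosen before the data were examined. Each marker's level in a cluster was divided by its highest level in any cluster of the main clustering, and quotients above 1 were set to 1. The main clustering, with the settings given above, stayed this reference under every alternative, for sub-clusters too. The quotients were averaged per cell type. A name needed at least 3 markers reaching 50 CPM in the reference, a mean of at least 0.3 and a lead of at least 0.15 over the next type. Glandular-like sub-clusters needed a mean of at least 0.5 for the glandular markers and a higher mean than for the luminal ones. A cluster was left unnamed where its 10 leading genes held more markers of another type than of its own. This scoring was not chosen in advance. It was the third of 3 naming rules, each set after the numbers of cells per class and library had been seen. The first rule scaled markers within each clustering, used a minimum of 30 CPM and kept luminal and glandular markers for the second step. The second rule was the third without the check of leading genes. Results under all 3 rules are given. Class names end in "-like" because no label gives cell types.

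For each class the UMIs of all its cells in a library were summed per gene and expressed as CPM, the usual scaling of counts to a common total, here that of the class. The log2 ratio of d/d over f/f was computed for genes with at least 100 UMIs over both libraries. Shares of cells were compared as differences in percentage points. No test was run, because with 1 library per genotype the spread between animals is unknown and cells are not replicates. Sums have exact Poisson intervals, shares have exact Clopper-Pearson binomial intervals, and ratios of sums have the exact conditional binomial interval. Differences of shares combine the exact intervals of both shares in quadrature. Ratios of marker sums to each other and of cell numbers to each other have normal intervals on the log scale. Medians and spreads have intervals from 1000 Poisson resamplings of the counts, all at 95%. All of these intervals cover counting error only. For a count of 0 the limit was taken as 3 counts.

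For each gene list the median log2 ratio of the counted members was placed among 10000 random lists of the same size, drawn from genes in the same of 20 bins of mean expression. The percentile describes a position among genes of the same pair of libraries and is not a p-value. The lists were the ErbB system, gland genes, progesterone response, estrogen response, stromal growth factors, extracellular matrix, proliferation, immediate early and heat shock genes, and sex-linked genes. The epithelial markers were left out of the lists in epithelial-like cells, and the stromal markers in stroma-like cells. Luminal and glandular markers, which could also name a cluster epithelial-like, stayed in the lists except in the alternative without them. Lists with fewer than 3 counted members were given no value. Proliferation-positive cells were those with at least 1 UMI of the proliferation list after each cell had been thinned at random to 500 UMIs, with cells under 500 UMIs left out.

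Genes were named by a rule fixed in advance. It took the 5 highest and the 5 lowest log2 ratios in the stroma-like and in the epithelial-like class among genes with at least 100 UMIs, markers excluded. Genes more than 5 times higher in another class of at least 50 cells were passed over as possible carried-over RNA. Erbb3, Foxa2, the ErbB system and list members with a log2 ratio beyond 1 in size were named besides. Gene positions are on GRCm38, found by matching Ensembl identifiers, of which 71 of 72 matched. The build used by the authors is not known.

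Alternatives changed the gene minimum per cell (500), the cells kept (all deposited ones), the handling of doublets, the Leiden resolution (0.5 and 2), joint against separate clustering, scaling (TMM in edgeR 4.0.16), the UMI minimum per gene (20), carried-over list members, and the thinning depth (1000, or none). Added after the data were seen were clustering without the marker genes or without the proliferation list, leaving out the 5% with the highest doublet scores, luminal-like cells alone, lists without luminal and glandular markers, clustering after every cell had been thinned to 500 UMIs (for the glandular-like share), the glandular marker sum without Aldh1a1, the ErbB system list without Erbb3, and the first and second naming rules. These rules were also combined with other ways of clustering for the glandular-like share, and with separate clustering for the epithelial-like share.

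The comparison was tested on simulated data, in which 200 genes were changed 2-fold in counts drawn from the same profile. The sign was right for 100% of the changed genes in both classes, and the 95% intervals covered the true change for 93.5% of them in the stroma-like and 95% in the epithelial-like class. A list made of raised genes reached percentile 100. Of 50 unchanged lists per class, 44 and 41 lay between percentiles 5 and 95, so a percentile near either end also arises without a change. The simulated counts held counting error alone, so coverage near 95% was built in. Observed ratios spread wider, with SDs of 0.49 (stroma-like) and 0.60 (epithelial-like), where counting error alone gave 0.30 and 0.20. The simulation thus checks the calculation and not how far the intervals or percentiles hold for these libraries.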

Results

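The series addressed how Erbb3, a receptor of the ErbB family, acts in the uterine stroma during gland morphogenesis. Gene expression was measured cell by cell in the endometrium on day 3 of pregnancy, in 1 Erbb3 f/f library (control) and 1 Erbb3 d/d library. The library names end in different digits whose meaning the labels do not give, so it is not known whether the libraries were prepared together. There were no replicates, so a difference between the libraries is a difference between preparations, with the spread between animals unknown. The f/f library held 5783 barcodes with 6819591 UMIs, a median of 821 UMIs and 692 genes per barcode. The d/d library held 2125 barcodes with 2866862 UMIs, a median of 791 UMIs and 669 genes. After filtering, 5501 f/f cells with 5514537 UMIs and 1825 d/d cells with 1704041 UMIs remained, with medians of 809 and 763 UMIs.

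The cell classes were compared first, to ask whether the make-up of the tissue differed. Epithelial-like cells were 53.6% of the f/f cells (2951 of 5501, interval 52.3 to 55.0%) and 68.1% of the d/d cells (1242 of 1825, 65.9 to 70.2%), a difference of 14.4 percentage points (11.8 to 16.9). When each library was clustered on its own this difference changed direction, to -2.60, and under the second naming rule it was 7.42 in the same setting. Stroma-like cells were 23.7% of the f/f cells (1301, 22.5 to 24.8%) and 14.4% of the d/d cells (262, 12.8 to 16.0%), a difference of -9.29 points (-11.2 to -7.27). It was smallest, at -7.25 points, with each library clustered on its own. Mesothelial-like cells were 6.13% and 7.51% of the f/f and d/d cells, endothelial-like cells 3.53% and 3.23%, macrophage-like cells 2.40% and 3.40%, and smooth muscle- and pericyte-like cells 0.763% and 0.767%. A sub-cluster with both epithelial and stromal markers was left unnamed. It held 544 f/f cells (9.89%, 9.11 to 10.7%) and 49 d/d cells (2.68%, 1.99 to 3.53%).

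**Figure D1:**
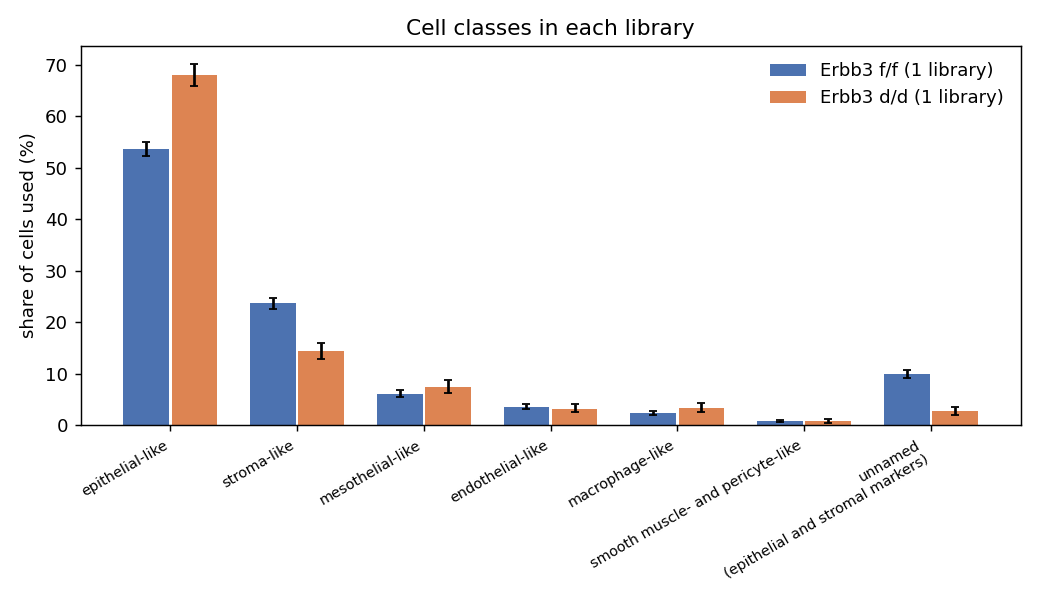
Percent of the cells used in each class, for the f/f and d/d libraries, with exact binomial intervals that cover counting error only. Epithelial-like cells were 53.6% in f/f and 68.1% in d/d, and stroma-like cells 23.7% and 14.4%.

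Glandular-like cells were then compared within the epithelial-like class, as the series title concerns glands. They made up 29.9% of epithelial-like cells in the f/f library (883 of 2951, 28.3 to 31.6%) and 7.005% in the d/d library (87 of 1242, 5.65 to 8.57%). The difference was -22.9 percentage points (-25.1 to -20.6). The remaining epithelial-like cells, 2068 in f/f and 1155 in d/d, were luminal-like. This comparison depended on the rule that named the clusters. Under the third rule, used here, the glandular-like share was lower in d/d in 10 of 10 ways of filtering and clustering. The differences ran from -26.1 to -15.4. Under the second rule it was also lower in 10 of 10, with differences from -26.1 to -15.3. Both values of -26.1 came from clustering each library on its own. There 0 d/d cells were named glandular-like, as no whole d/d sub-cluster met the rule. Under both rules every way was scored against the marker levels of the main joint clustering. Its glandular-like cells were mostly f/f (883, against 87 in d/d). The ways are therefore not independent of each other, and the count of 10 of 10 adds little support. Under the first rule 7 of the 10 ways named any glandular-like cells. The share was then lower in d/d in 2 of them and higher in 5, with differences from -7.59 to 32.0. With every cell thinned to 500 UMIs before clustering, a further way added later, the share was lower in d/d under each rule, with differences of -13.8 points under the third, -13.2 under the second and -11.7 under the first. All 3 rules were set after the data had been seen.

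**Figure D2:**
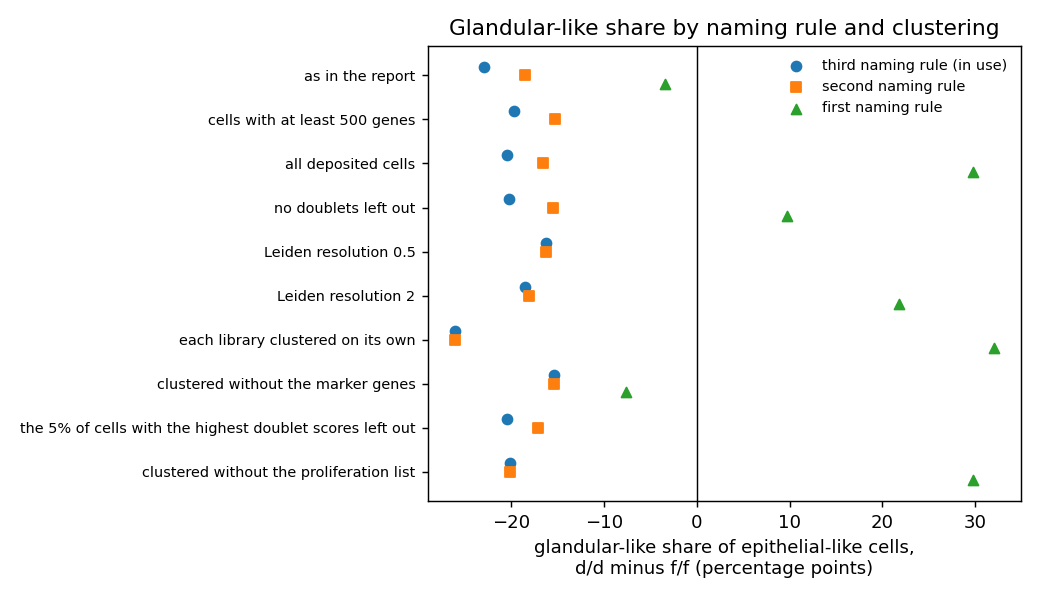
Difference in the glandular-like share of epithelial-like cells, d/d minus f/f in percentage points, for 10 ways of filtering and clustering and 3 naming rules. Under the second and the third rules all points lie between -26.1 and -15.3. The points at -26.1 are from clustering each library on its own, with 0 d/d cells named glandular-like. Under the first rule the points run from -7.59 to 32.0 and lie on both sides of 0.

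A measure that needs no clusters was computed besides. Summed over all cells used, the 8 glandular markers had 581 UMIs in f/f and 205 in d/d, against 10207 and 3736 UMIs of the epithelial markers. That is 5.69 and 5.49 glandular per 100 epithelial marker UMIs, a log2 ratio of -0.05 (-0.29 to 0.18). The members moved apart, and the sum rested on Aldh1a1. Without it, a choice made after its values were seen, the markers had 487 and 100 UMIs and a log2 ratio of -0.83 (-1.15 to -0.52). Per epithelial marker UMI, Cxcl15 (193 and 23 UMIs) had a log2 ratio of -1.62 (-2.31 to -0.99), Foxa2 (74 and 10) of -1.44 (-2.56 to -0.48) and Wfdc3 (40 and 1) of -3.87 (-9.21 to -1.31). Spink1 (41 and 7) was at -1.10 and Sox9 (131 and 56) at 0.22, both with intervals that included 0. Aldh1a1 (94 and 105) was higher in d/d, at 1.61 (1.19 to 2.03). Prss29 had 7 and 3 UMIs and Prss28 1 and 0, too few for a comparison. Aldh1a1 did not separate glandular-like from luminal-like cells in these libraries. In f/f it stood at 23.8 CPM in glandular-like cells, 21.9 CPM in the cycling luminal-like cells described further on and 22.9 CPM in the other luminal-like cells. In d/d the 3 levels were 41.3, 86.1 and 83.5 CPM.

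Foxa2 (ENSMUSG00000037025, protein-coding, chromosome 2, 148042877 to 148046969, minus strand) is a transcription factor of uterine glands. In epithelial-like cells it had 57 UMIs in f/f (43.2 to 73.9) and 8 in d/d (3.45 to 15.8), that is 19.8 and 7.07 CPM, with a log2 ratio of -1.49 (-2.76 to -0.41). The d/d level was close to the background, as f/f stroma-like cells, which should lack the gene, had 8 UMIs or 6.60 CPM. A Foxa2 UMI was seen in 1.90% of f/f and 0.644% of d/d epithelial-like cells, against 0.615% of f/f stroma-like cells, at median depths of 821, 782 and 723 UMIs. No Foxa2 UMI was found in the 262 d/d stroma-like cells, where the limit of 3 counts corresponds to 12.8 CPM. In luminal-like cells alone the Foxa2 counts were 11 and 7 and the log2 ratio was 0.32 (-1.28 to 1.82). Since Foxa2 was among the markers that named glandular-like cells, its level and the glandular-like share are not independent.

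Erbb3 (ENSMUSG00000018166, protein-coding, chromosome 10, 128567523 to 128589652, minus strand) was examined to check the genotype. In stroma-like cells it had 8 UMIs among 1212963 in f/f (3.45 to 15.8) and 1 UMI among 235134 in d/d (0.0253 to 5.57), that is 6.60 and 4.25 CPM. The log2 ratio of -0.63 had an interval from -6.10 to 2.27, so a loss of Erbb3 in the stroma was neither shown nor excluded. Where the Erbb3 probes lie relative to the deleted part of the gene was not examined. An Erbb3 UMI was seen in 0.538% of f/f and 0.382% of d/d stroma-like cells, at median depths of 723 and 698.5 UMIs. The f/f stroma-like level was 9.13% of the epithelial-like level, inside the range of 4.23 to 14.6% found for the 8 epithelial markers. If these UMIs are carried-over RNA, more depth would not show a stromal loss either. In epithelial-like cells Erbb3 had 208 UMIs in f/f (181 to 238) and 42 in d/d (30.3 to 56.8), that is 72.2 and 37.1 CPM. The measurable decrease was thus in a class other than the stroma, where the labels place the deletion, so these counts do not check the genotype. Its log2 ratio in epithelial-like cells was -0.96 (-1.48 to -0.48), and in luminal-like cells alone, the alternative that moved it most, -1.09.

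The spread of ratios across genes was computed to describe the distance between the libraries. Without replicates the spread that any separately prepared libraries would show is unknown. In stroma-like cells the log2 ratios of 4328 genes had an SD of 0.49 (0.48 to 0.50), where counting error alone gave 0.30, and a median of -0.11. In epithelial-like cells 7756 genes had an SD of 0.60 (0.59 to 0.60), where counting error alone gave 0.20, and a median of -0.02. Lowering the gene minimum to 20 UMIs moved the SD most, to 0.70 and 0.73. TMM scaling shifted all ratios by -0.04 in both classes.

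In stroma-like cells the highest ratio was that of Col6a4 (ENSMUSG00000032572, protein-coding, chromosome 9, 105989454 to 106096783), with 769 UMIs in f/f and 735 in d/d, 634 and 3126 CPM, and a log2 ratio of 2.30 (2.15 to 2.45). Next came Cxcl14 at 1.86, Igha at 1.69, Col6a6 at 1.66 and Cyld at 1.55. Igha encodes an immunoglobulin chain, and since no class of B or plasma cells was named, carried-over RNA could not be screened for it. Col6a4 also led the genes of a stroma-like cluster with a median mitochondrial share of 3.93%, which held 614 f/f and 173 d/d cells, while the other stroma-like cluster held 687 and 89. The lowest ratio was that of Ednrb (ENSMUSG00000022122, protein-coding, chromosome 14, 103814625 to 103844402), with 107 and 2 UMIs and a log2 ratio of -3.37 (-6.44 to -1.49). Lmtk3 followed at -3.12, Vgll3 at -2.62, Ppfia2 at -2.51 and Vcp at -2.40, each with 3 to 5 UMIs in d/d.

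In epithelial-like cells the highest ratio was that of A2ml1 (ENSMUSG00000047228, protein-coding, chromosome 6, 128539821 to 128581608), with 19 and 135 UMIs, 6.60 and 119 CPM, and a log2 ratio of 4.18 (3.48 to 4.95). Pthlh was at 3.43, Ctnnd2 at 3.22, Dclk1 at 2.82 and Bard1 at 2.67. Among genes with a UMI in both libraries, the lowest ratio was that of Fam83a (ENSMUSG00000051225, protein-coding, chromosome 15, 57985419 to 58011009). It had 112 and 1 UMIs and a log2 ratio of -5.46 (-10.8 to -2.95). Sidt1 was at -4.30, Slc51a at -4.28 and Nxpe3 at -4.02. Pla2g10 had 130 UMIs in f/f and 0 in d/d. With the limit of 3 counts in place of 0 its log2 ratio was at most -4.09, so it may lie below that of Fam83a. Slc51a was also among the leading genes of a luminal-like sub-cluster of 1196 f/f and 33 d/d cells.

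**Figure D3:**
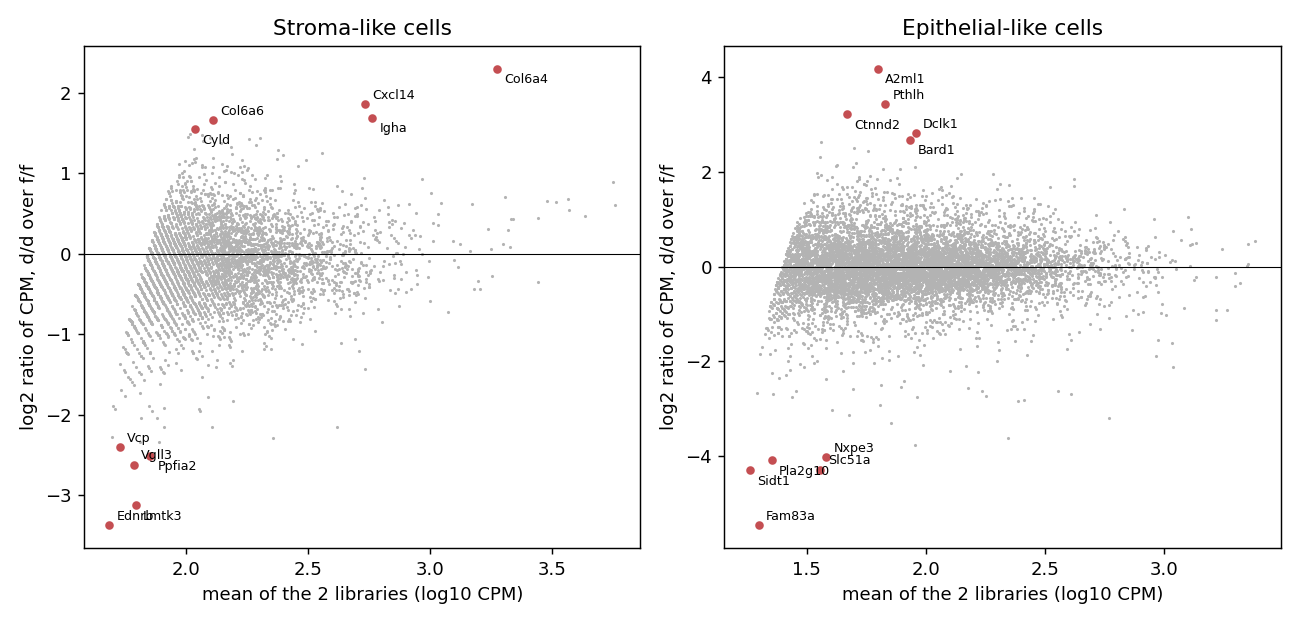
Log2 ratio of CPM, d/d over f/f, against the log10 of the mean CPM of both libraries, for each gene with at least 100 UMIs in stroma-like cells (left) and epithelial-like cells (right). Red points are the 5 highest and 5 lowest genes of each class under the naming rule. They run from Col6a4 at 2.30 to Ednrb at -3.37 in stroma-like cells. In epithelial-like cells they run from A2ml1 at 4.18 to Fam83a at -5.46. Pla2g10, with 0 UMIs in d/d, was ranked there by its limit of -4.09.

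The ErbB system list covered Erbb3 with related receptors, their ligands and Errfi1, which encodes an inhibitor of Egfr signalling. In epithelial-like cells its median log2 ratio was -0.62 (-0.85 to -0.43) over 6 counted members, 1 of which was higher in d/d, at percentile 0.49 of the random lists. Erbb3 was itself a counted member, and without it the median was -0.59 (-0.85 to -0.36), at percentile 1.315 (5 members). The counted members ran from Nrg4 at -1.47 (-2.03 to -0.94) to Tgfa at 0.84 (0.25 to 1.43), with Erbb2 at -0.65, Egfr at -0.59 and Errfi1 at -0.34, the last with an interval that included 0 (-0.70 to 0.01). Below the minimum of 100 UMIs, Areg had 70 and 2 UMIs and a log2 ratio of -3.78 (-6.86 to -1.87), and Nrg2 had 24 and 23 UMIs and a log2 ratio of 1.29 (0.40 to 2.17). Nrg2 was more than 5 times higher in another class. Nrg1 (-0.89), Hbegf (0.26) and Btc (0.03) had intervals that included 0. In stroma-like cells 2 members were counted, too few for a list value. These were Egfr at -0.997 (-1.81 to -0.28) and Nrg2 at 1.05 (0.57 to 1.50). Nrg1, which encodes a ligand of Erbb3, had 14 UMIs in each library in stroma-like cells, that is 11.5 and 59.5 CPM and a log2 ratio of 2.37 (1.19 to 3.55). Erbb2 (-0.29) and Errfi1 (-0.60), also below the minimum there, had intervals that included 0.

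Gland genes in epithelial-like cells had a median of -0.15 (-0.32 to 0.10) over 9 counted members, 4 of them higher in d/d, at percentile 24.5. With members of at least 20 UMIs the median was -0.33, and under 5 of 16 alternatives the interval lay below 0. Members beyond 1 in size went both ways. Gas6 was at -1.70, Cxcl15 at -1.66 and Cited4 at -1.64, and Aldh1a1 was at 1.84 and Axin2 at 1.17. Gas6 was more than 5 times higher in another class, so its level among epithelial-like cells includes possible carried-over RNA. In stroma-like cells the list had 3 counted members and a median of -0.13, at percentile 37.6.

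Progesterone response genes had a negative median in both classes. In epithelial-like cells the median was -0.41 (-0.59 to -0.21), with 3 of 17 counted members higher in d/d, at percentile 0.25. It ran from -0.67 without members that were over 5 times higher in another class to -0.17 in luminal-like cells alone, where the interval included 0 (-0.36 to 0.06). Acod1 (-3.30), Lrp2 (-3.19) and Sgk1 (-1.73) fell furthest, and Cdkn1a (2.51) and Alox15 (1.27) rose. Lrp2 (ENSMUSG00000027070, protein-coding, chromosome 2, 69424340 to 69586065) had 3058 and 132 UMIs, 1061 and 117 CPM, and was among the leading genes of the luminal-like sub-cluster with 1196 f/f and 33 d/d cells. In stroma-like cells the list median was -0.45 (-0.66 to -0.25), with 2 of 11 members higher in d/d, at percentile 0.425. Among cells with at least 500 genes it was -0.24, with an interval that included 0 (-0.50 to 0.01). Il13ra2 was the lowest member there, at -2.33 (-3.80 to -1.18).

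Estrogen response genes in epithelial-like cells had a median of 0.31 (0.07 to 0.60), with 7 of 12 members higher in d/d, at percentile 98. It ran from 0.14 without luminal and glandular markers to 0.42 at Leiden resolution 2, and under 6 of 16 alternatives its counting interval included 0. Cdkn1a (2.51, also on the progesterone list), Greb1 (1.74), Muc4 (1.30), Ccnd1 (1.28) and C3 (1.23) exceeded 1, and C3 was more than 5 times higher in another class. In stroma-like cells 4 members gave a median of 0.37 (0.20 to 0.55), at percentile 96.3, with Ramp3 at 1.05.

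Stromal growth factors in stroma-like cells had a median of 0.16 (-0.20 to 0.44) over 11 members, 6 of them higher in d/d, at percentile 95.3. With all deposited cells it was -0.11, so no direction was given. Ptn (-1.93) and Wnt5a (-1.10) were the members beyond 1 in size. Extracellular matrix genes in stroma-like cells had a median of -0.10 (-0.29 to 0.08) over 25 members, 11 of them higher in d/d, at percentile 37.985, and no member beyond 1. Under 4 of 14 alternatives its interval lay below 0, with a lowest median of -0.22 with each library clustered on its own. In epithelial-like cells stromal growth factors had a median of 0.24 at percentile 93.2, with Ptn at 1.57 and Pdgfc at 1.18. Extracellular matrix genes there had a median of 0.07 at percentile 67.4, with Fbln1 at 1.11 and Col12a1 at -2.12. Immediate early and heat shock genes, which can respond to tissue handling, had medians of -0.24 at percentile 22.5 in stroma-like and -0.20 at percentile 12.6 in epithelial-like cells. No sex-linked gene reached the UMI minimum.

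Proliferation was compared by gene level and by the share of positive cells. In epithelial-like cells the proliferation list had a median log2 ratio of 0.97 (0.90 to 1.05), with 37 of 38 counted members higher in d/d, at percentile 100. It ran from 0.80 in luminal-like cells alone to 1.27 with each library clustered on its own. Rrm2 (ENSMUSG00000020649, protein-coding, chromosome 12, 24708241 to 24714146) was the highest member, with 297 and 388 UMIs, 103 and 343 CPM, and a log2 ratio of 1.73 (1.51 to 1.956). In all, 19 members exceeded 1, among them Kif11 (1.55), Tpx2 (1.45) and Top2a (1.10). In stroma-like cells 1 of 44 members reached 100 UMIs, so the list had no value under the chosen minimum. With members of at least 20 UMIs, 24 members gave a median of 0.17 (-0.23 to 0.54) in stroma-like cells, at percentile 92.3, and 43 members gave 1.001 (0.92 to 1.08) in epithelial-like cells.

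After thinning to 500 UMIs, 43.1% of f/f epithelial-like cells (1270 of 2944, 41.3 to 45.0%) and 75.3% of d/d epithelial-like cells (934 of 1240, 72.8 to 77.7%) had a UMI of the proliferation list. The difference was 32.2 percentage points (29.1 to 35.2), and 24.2 with thinning to 1000 UMIs, the alternative that moved it most. Stroma-like cells were positive in 38.4% (496 of 1290, 35.8 to 41.2%) and 35.1% (92 of 262, 29.3 to 41.2%), a difference of -3.34 points (-9.72 to 3.33) that was not detectable at this depth. Without the 5% of cells with the highest doublet scores it was -7.99 points (-14.2 to -1.44), an interval below 0. Endothelial-like cells were positive in 59.6% and 57.6%, mesothelial-like cells in 20.9% and 28.7%, and macrophage-like cells in 31.1% and 45.9%. No class is known to lack dividing cells, so the share due to free RNA could not be measured. The lowest shares, those of mesothelial-like cells, bound it from above if free RNA reaches all classes alike, and part of the positive cells in every class can be background. Within the epithelial-like class, luminal-like cells were positive in 47.5% and 77.8% and glandular-like cells in 31.9% and 51.2%. In 2 luminal-like sub-clusters, chosen after the data were seen, the list exceeded 5000 CPM in sum. Together these cycling sub-clusters held 15.1% of f/f (445 of 2951, 13.8 to 16.4%) and 49.3% of d/d epithelial-like cells (612 of 1242, 46.5 to 52.1%). Taken singly they went opposite ways. The first held 145 f/f and 605 d/d cells, 4.91% and 48.7% of the epithelial-like cells. The other held 300 f/f and 7 d/d cells, 10.2% and 0.564%.

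**Figure D4:**
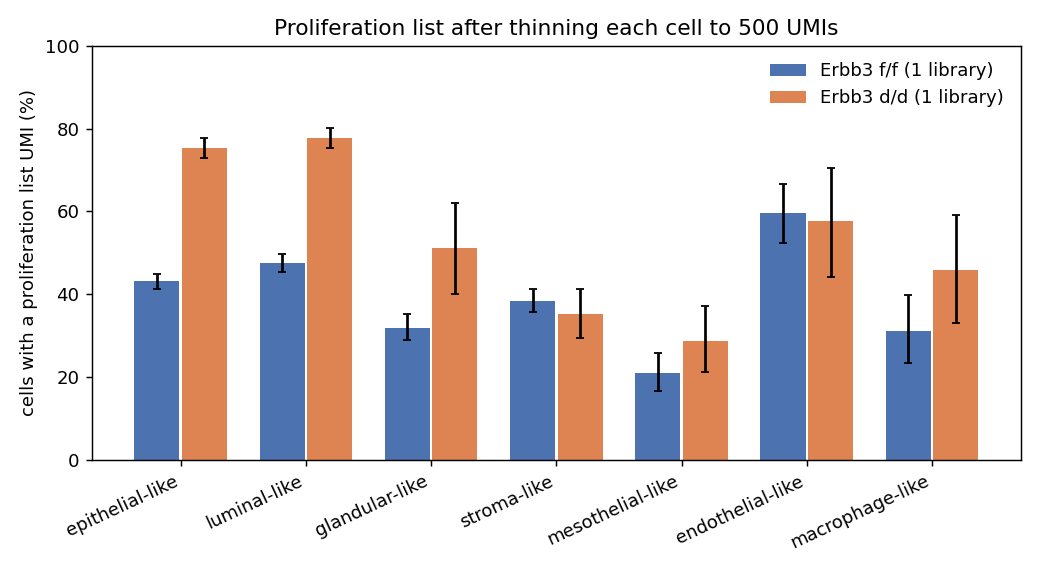
Percent of cells with at least 1 UMI of the proliferation list after thinning to 500 UMIs, by class and library, with exact binomial intervals that cover counting error only. Epithelial-like cells were positive in 43.1% (f/f) and 75.3% (d/d), and stroma-like cells in 38.4% and 35.1%.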

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

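The test of UMI content was chosen only after the result was seen, and the test within cell classes before.

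Barcodes above the mitochondrial limit were left out of the comparisons, and they were more frequent in the d/d library than in the control. They were 13.9% of d/d barcodes (295 of 2125, 12.4 to 15.4%) against 4.84% of f/f barcodes (280 of 5783, 4.30 to 5.43%). Damaged cells that had lost cytoplasmic RNA would hold fewer UMIs than the rest. Barcodes above the limit held more, with medians of 1599 against 764.5 UMIs in d/d, a ratio of 2.09, and of 2111.5 against 809 in f/f, a ratio of 2.61. A single cell type rich in mitochondrial RNA and more frequent in d/d would leave no difference within classes. With all deposited cells clustered, the share above the limit was higher in d/d among epithelial-like cells by 4.94 percentage points (3.37 to 6.66; 93 of 2972 cells in f/f, 106 of 1313 in d/d). Among stroma-like cells it was higher by 14.3 points (10.0 to 19.3; 43 of 1306 and 52 of 295). These UMI totals include the mitochondrial ones, but median genes were higher above the limit too (1024 against 652 in d/d, 1216 against 685 in f/f). The tables thus argue against a single cell type as the whole cause. Against loss of cytoplasmic RNA they argue only for the barcodes at hand. Deposited barcodes held at least 495 UMIs in f/f and 497 in d/d, so cells that had lost more RNA would be missing. A difference in how each piece of tissue was fixed or dissociated stays open, as does the genotype, which was not tested. With 1 library per genotype these values do not separate them.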

How the results depend on the processing

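Clustering without the marker genes or the proliferation list, leaving out the 5% of cells with the highest doublet scores, luminal-like cells alone, lists without luminal and glandular markers, clustering at equal depth, sums and lists without a single member, and the first and second naming rules were chosen after the data were seen. No paired analysis was possible because each genotype had 1 library and no label pairs the libraries.

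Over 19 results there were 253 values under alternatives. Of these, 186 stayed within the counting interval of the reported value, 60 moved outside it with the same sign, and 7 changed a sign that the interval had fixed. As the intervals cover counting error only, a move outside them can be small where counts are high. In 224 values for 76 single gene results, 213 stayed, 11 moved and 0 reversed. Those that moved were Igha at 1.963 among cells with at least 500 genes, and 10 epithelial genes with each library clustered on its own, from Lrp2 at -2.89 to Rrm2 at 1.997.

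The glandular-like share depended most on processing. Reported as -22.9 percentage points, it was -19.7 for cells with at least 500 genes, -20.5 for all deposited cells, -20.3 with no doublets left out, -16.2 at resolution 0.5, -18.6 at resolution 2, -26.1 with each library on its own, -15.4 without the marker genes, -20.5 without the 5% with the highest doublet scores and -20.2 without the proliferation list. With the libraries apart, no whole d/d sub-cluster met the naming rule, so 0 of 1109 d/d epithelial-like cells were named glandular-like. The rule scored these d/d sub-clusters against marker levels of the joint clustering, whose glandular-like cells were mostly f/f. Under the second naming rule and the same order of settings it was -18.5 with no other change, then -15.3, -16.5, -15.5, -16.2, -18.1, -26.1, -15.4, -17.2 and -20.2. Under the first naming rule it was -3.45 with no other change and -7.59 without the marker genes. It reversed to 29.8 with all deposited cells, 9.73 with no doublets left out, 21.8 at resolution 2, 32.0 with each library on its own and 29.8 without the proliferation list. The first rule named no glandular-like cells among cells with at least 500 genes, at resolution 0.5, or without the 5% with the highest doublet scores, so these gave no value. Many d/d cells that the first rule called glandular-like were cycling luminal-like cells in the reported clustering: 258 of 515 with all deposited cells, 297 of 314 at resolution 2, 269 of 641 with the libraries apart, 296 of 576 without the proliferation list, and 19 of 332 with no doublets left out. Glandular-like in the reported clustering were 22, 0, 74, 49 and 51 of these cells in the same order. With every cell thinned to 500 UMIs before clustering the difference was -13.8 under the third rule, -13.2 under the second and -11.7 under the first.

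The difference in the epithelial-like share, 14.4 points, was 10.5 with all deposited cells, 7.08 at resolution 0.5, 8.01 at resolution 2, 6.25 without the marker genes, 8.002 without the proliferation list and 7.21 under the second naming rule. It reversed to -2.60 with each library on its own. In that setting it was 7.42 under the second naming rule and 13.7 under the first. The second and the third rule differ in the check of leading genes alone, which left 183 d/d cells and 0 f/f cells unnamed there, so the reversal came from that check. The difference in the stroma-like share moved to -7.25 in that setting alone.

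Foxa2 in epithelial-like cells kept its direction under 12 of 13 alternatives and reversed to 0.32 in luminal-like cells alone, a setting that by its construction leaves out the cells named by Foxa2 and other glandular markers. Under the first naming rule it was -0.86 with an interval that included 0 (-2.17 to 0.25). Its 8 UMIs in d/d limit any statement about it.

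The epithelial proliferation median, reported as 0.97, kept its sign under 16 of 16 alternatives. It was 0.84 with all deposited cells, 1.16 at resolution 0.5, 1.10 at resolution 2, 1.27 with each library on its own, 1.20 without the marker genes, 1.14 without the proliferation list, 1.06 and 1.16 under the first and second naming rules, and 0.80 in luminal-like cells alone. The share of proliferation-positive epithelial-like cells, 32.2 points, was 35.5 with each library on its own, 24.2 thinned to 1000 UMIs and 25.6 without thinning. In stroma-like cells the proliferation list had no value under the chosen minimum, so it has none under the alternatives besides the median of 0.17 at 20 UMIs.

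The progesterone median in epithelial-like cells, -0.41, was -0.62 with all deposited cells, -0.61 at 20 UMIs, -0.67 without members higher in another class and -0.17 in luminal-like cells alone. In stroma-like cells, -0.45 became -0.24 for cells with at least 500 genes. The interval included 0 for the last value in each class (-0.36 to 0.06 and -0.50 to 0.01) and excluded it under the other alternatives. The estrogen median in epithelial-like cells, 0.31, kept its sign, but its interval included 0 under 6 of 16 alternatives: 0.26 at resolution 0.5, 0.28 without the marker genes, 0.17 and 0.26 under the first and second naming rules, 0.22 at 20 UMIs and 0.14 without luminal and glandular markers. The log2 ratio of glandular to epithelial marker UMIs, -0.05, was -0.83 without Aldh1a1. The ErbB system median, -0.62, was -0.59 without Erbb3. The gland genes median was -0.33 at 20 UMIs. Its interval, which had included 0, lay below 0 under 5 of 16 alternatives, and that of the stroma-like extracellular matrix median under 4 of 14. The SD of gene ratios in stroma-like cells was 0.51 for cells with at least 500 genes, 0.51 at resolution 2 and 0.70 at 20 UMIs. In epithelial-like cells it was 0.61 at resolution 2, 0.61 with each library on its own, 0.61 without the proliferation list, 0.57 and 0.59 under the first and second naming rules, and 0.73 at 20 UMIs.

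Some values whose reported intervals included 0 took either sign. Erbb3 in stroma-like cells ran from -1.44 at resolution 2 to 1.47 with all deposited cells, the stromal growth factor median from -0.11 to 0.16, and the stroma-like proliferation share from -7.99 to 1.79. The interval of -7.99, without the 5% with the highest doublet scores, excluded 0 (-14.2 to -1.44), and those of the other 12 alternatives for that share included it. The 8 and 1 UMIs of Erbb3 leave its direction in the stroma open. Erbb3 in epithelial-like cells stayed between -1.09 and -0.85.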

Other observations

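The test of proliferation in stroma-like cells and the test of shared bead barcodes were chosen before the results they measure were seen, the thinned proliferation share was planned as a comparison but taken as a depth test afterwards, and the other tests in this part were chosen after.

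The glandular-like share was lower in the d/d library, by 22.9 percentage points. The rule that named the clusters is a candidate explanation: over the 3 rules, 5 ways of clustering gave a higher share in d/d, all under the first rule. A further candidate explanation is cluster membership of any kind. Glandular marker UMIs per epithelial marker UMI, which need no clusters, had a log2 ratio of -0.053 (-0.29 to 0.18). That interval includes 0, which by the criterion written for this test speaks for the explanation. The members went both ways, however, with Cxcl15, Foxa2 and Wfdc3 lower and Aldh1a1 higher, so the sum decides nothing. Without Aldh1a1 it was -0.83 (-1.15 to -0.52), but a member left out after its values were seen excludes nothing either. Lower depth per cell in d/d would leave no difference at equal depth. With every cell thinned to 500 UMIs before clustering, 16.9% of f/f (545 of 3234) and 3.04% of d/d epithelial-like cells (36 of 1186) were glandular-like, a difference of -13.8 points (-15.4 to -12.1), which argues against depth as the whole cause. An earlier form of this test, the thinned share of epithelial-like cells with any glandular marker UMI, gave 7.30% and 7.26%, a difference of -0.045 points (-1.75 to 1.79), and was set aside because Aldh1a1 and the other members oppose each other in it. If luminal-like cells had increased with no loss of glandular-like ones, the number of glandular-like per stroma-like cell would be alike. It was 67.9 per 100 in f/f and 33.2 in d/d, a log2 ratio of -1.03 (-1.40 to -0.66). Glandular-like cells per 100 cells of other classes were lower in d/d too. They were 262 and 63.5 for mesothelial-like, 455 and 147 for endothelial-like and 669 and 140 for macrophage-like cells. As the direction of the glandular-like count changes under the first naming rule, these numbers exclude nothing. A difference between the animals or preparations that is not the genotype cannot be told apart from an effect of the genotype, with 1 library of each. The library names differ in digits that the labels do not explain, and a separate time of preparation would be such a difference. The genotype stays open and untested. A count of glands in tissue sections of several animals would decide between these.

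The proliferation list was higher in the epithelial-like cells of the d/d library. Different depth per cell would make positive cells more frequent where cells hold more UMIs, which was f/f (medians 821 and 782 UMIs). They were more frequent in d/d, by 25.6 percentage points without thinning and by 32.2 (29.1 to 35.2) at equal depth. A shift of the whole d/d library would raise the list in stroma-like cells by a like amount. Its median there was 0.17 (-0.23 to 0.54), below the epithelial interval at the same UMI minimum (0.92 to 1.08). Positive shares in other classes went both ways. They were lower in d/d in endothelial-like cells (59.6 and 57.6%). Mesothelial-like (20.9 and 28.7%) and macrophage-like cells (31.1 and 45.9%) were higher. So were smooth muscle- and pericyte-like (35.7 and 50%) and unnamed cells (34.7 and 49.0%). The intervals of both libraries overlapped in each of these, and a smaller shift of the library is not excluded. Fewer glandular-like cells among the epithelial-like ones would leave luminal-like cells near 0, where the median was 0.80 (0.72 to 0.88). The values argue against each of these as the whole cause. A difference between the animals or preparations that is not the genotype, such as a different hour of pregnancy or hormone level, cannot be told apart from the genotype with 1 library of each. The genotype may be involved, but this was not tested.

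The 8 Erbb3 UMIs in f/f stroma-like cells may be RNA carried over from epithelial cells. Their level was 9.13% of that in epithelial-like cells, and the 8 epithelial markers, which stromal cells should lack, had 4.23 to 14.6%. A low level of Erbb3 in stromal cells is not excluded by this. No biological explanation was tested.

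A sub-cluster held epithelial and stromal markers together. Doublets of an epithelial and a stromal cell may account for it, as its median of 1277.5 UMIs in f/f exceeded those of epithelial-like (821) and stroma-like cells (723). In d/d the medians were 1563, 782 and 698.5. The median Scrublet score was 0.138 in f/f and 0.126 in d/d, against 0.0554 and 0.0692 in epithelial-like and 0.0476 and 0.0489 in stroma-like cells. These cells were 9.89% of f/f and 2.68% of d/d cells, and no biological explanation of that difference was tested.

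The libraries shared 158 bead barcodes, out of 5783 in f/f and 2125 in d/d. Random draws of both from a common pool would give this overlap with a pool of about 77778 beads. The number of beads in a run and the number of possible barcodes are not known here, so the overlap was not read either way. If both libraries were loaded in one droplet run, the UMI counts of the cells on a shared bead could correlate. Across these beads Spearman's rho was 0.097 and Pearson's r was -0.0091, or 0.012 without the 2 beads farthest from the median. No p-value was computed from cells, and a missing correlation excludes nothing, since cells sharing a droplet need not be alike in RNA content. Whether the libraries shared a run therefore stays open, and no biological explanation was tested.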
